A study of Mus musculus with 143 samples. Its data were reported in "Adipose stem cells are sexually dimorphic cells with dual roles as preadipocytes and resident fibroblasts" (2024).

How the data were processed

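Adipose stem cells (ASC), the fibroblast-like precursors of fat cells, were sorted by flow cytometry from perigonadal (pgWAT) and inguinal (iWAT) white adipose tissue of 8 male and 8 female C57BL6/J mice. The sort took cells without the leukocyte protein CD45 and the endothelial protein CD31 and with CD34, and then split them by the surface protein DPP4. The DPP4+ gate holds the population that the study calls ASC2 and the DPP4− gate holds ASC1. RNA of each sorted sample went into replicate Smart-seq2 libraries, a method that copies and amplifies whole transcripts from very little RNA and carries no molecular identifiers.

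The deposited values are raw counts per gene and library. The aligner, counter and genome build behind the sorted bulk libraries are not given in the sources used here: the methods name STAR, the mm10 build, Salmon and tximport for the single-cell libraries, and for bulk libraries only filters on reads, genes, and mitochondrial and spike-in shares. Of the libraries, 10 hold under 250000 gene counts. The values were whole numbers and were used as deposited counts. Whether the authors' counting used strand is not given in the sources used here, so genes that overlap others or lie antisense to them, such as Xist and Tsix, are uncertain. A second deposited table held means over libraries and was not used here, because each mean can be had from the library counts. No column belonged to samples outside the series. Gene identifiers were matched without version numbers to GENCODE release M21 (GRCm38), whose coordinates are used here and which gave symbols, positions and gene types for 53363 of the 53468 genes. The 105 genes without a match held 0.0134% of the counts and stayed in the tests. The 92 rows of ERCC spike-in sequences held 0.00461% of all counts and stayed out of library sizes and tests.

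The libraries of one mouse, depot and gate were technical replicates and were summed to 1 sample, which gave 57 samples from 143 libraries. Of these samples, 33 had 3 libraries, 20 had 2 and 4 had 1. Library pairs of one sample were compared by chi-square over genes, and no pair agreed within sampling noise. CPM, a depth-scaled count, is relative to a sample's TMM-scaled total over the 11678 genes that pass edgeR's expression filter over all samples. That total includes the counts of an rRNA-like locus described in the results. Amplified reads without identifiers are not independent molecules, so intervals and counting limits cover counting error only.

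Each comparison across all genes used edgeR's quasi-likelihood F-test (edgeR 4.0.16, R 4.3.3) on the summed counts, with TMM scaling, edgeR's default expression filter and Benjamini-Hochberg adjustment, and a gene was called at an adjusted p under 0.05. There were 7 such comparisons. Sex was tested within each depot with the gate as covariate and male against female. The sex by depot interaction was tested over all samples with depot, gate and their product as covariates, and a positive value means a higher male against female difference in iWAT than in pgWAT. DPP4+ was tested against DPP4− within each depot with sex as covariate. Finally, iWAT was tested against pgWAT within each sex with the gate as covariate. Standard errors (SE) are the log2 fold change divided by the square root of the F statistic. As in the study's design, the gates of one mouse entered the sex tests as separate samples.

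A Hox index was the mean log2 CPM (prior count 2) of tested Hox genes with numbers up to 8 minus that of genes with numbers 9 to 13, with the gate mean removed and averaged per mouse. It was compared between sexes with two-sided exact permutation tests over mice (scipy 1.17.1). Agreement of libraries was the median over genes of the standard deviation (SD) of log2 CPM.

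Genes were named by a rule fixed in advance. It covers the genes of 17 lists and, for each comparison, the 5 called genes with the largest log2 fold change in each direction among genes with a mean log2 CPM of at least 5, predicted genes left out. The lists held sex chromosome controls, sort and purity markers, ASC1a, ASC1b and ASC2 markers, sex-dependent genes and depot factors named in the main text of the study, genes of the renin-angiotensin-aldosterone system (RAAS), and markers of mammary luminal epithelium, basal epithelium, mesothelium, epididymal epithelium, endothelium, leukocytes, mature adipocytes, mural cells and muscle. All coding Hox genes were named as well. Which of these genes have their group means printed was chosen after the values were seen.

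The mouse number pairs samples, since gates and depots with one number come from one animal. Deviations from the group mean correlated at a median r of 0.188 between gates of one mouse in pgWAT and 0.107 in iWAT, against -0.021 and -0.022 between different mice. Between depots the median r within a mouse was 0.0802 in males and 0.0947 in females. Fits with the mouse as a block were therefore run for the interaction, the gates and the depots.

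Tests were checked on simulated counts drawn from the real library sizes and each gene's mean over the groups, with 200 genes changed. Samples were drawn independently. Other differences between gates, depots or sexes and the correlation within a mouse were absent, so recovery in the real data may be lower. At an adjusted p under 0.05, edgeR recovered 91% of them for sex in pgWAT (10614 genes), 80.5% for sex in iWAT (10323 genes) and 65.5% for sex by depot (11678 genes). For DPP4 it recovered 88.5% in pgWAT and 78.5% in iWAT, and for depot 86% in males (10528 genes) and 85% in females (10282 genes). False calls made up between 2.42% (sex in iWAT) and 6.08% (depot in females) of edgeR's calls. The fits were repeated with DESeq2 1.42.0, other scalings, other expression filters, the mean of libraries, the deepest library alone, Bonferroni adjustment, a minimum log2 fold change of 1, mitochondrial genes left out, single gates or sexes, gates summed per mouse, no gate covariate, and limma voom (limma 3.58.1) with the mouse as a random effect. Further fits, chosen after seeing the data, left out the rRNA-like locus, left out libraries under 250000 counts, thinned every sample to 545885 counts, left out the female iWAT DPP4− sample of mouse 22, took the gates alone for the interaction, left each mouse out of the Hox index in turn, compared the index between depots over the same genes, and counted interaction calls of the lists. Tables and plots were made with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 in Python 3.11.15.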

Results

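Gene expression was measured in sorted ASC of 16 mice as 143 libraries, which were joined into 57 samples in 8 groups of depot, DPP4 gate and sex. Each group held 7 mice, except the male iWAT DPP4− group with 8. Library totals ranged from 100026 to 2330623 gene counts with a median of 848774. Depth differed between groups. The female iWAT DPP4− libraries had a median of 304587 counts and the male iWAT DPP4− libraries 467556, whereas the medians of the other groups lay between 886903 and 1212970. After joining, samples held between 545885 and 4029915 counts. A pair of overlapping genes in an rRNA-like locus on chromosome 17 of GRCm38, AY036118 (39847113 to 39848035) and CT010467.1 (39846353 to 39848827), took 36.6% of all gene counts, and their share per library ranged from 23.8% to 49.6%. Counts of these overlapping genes cannot be divided between them with certainty.

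**Figure D1:**
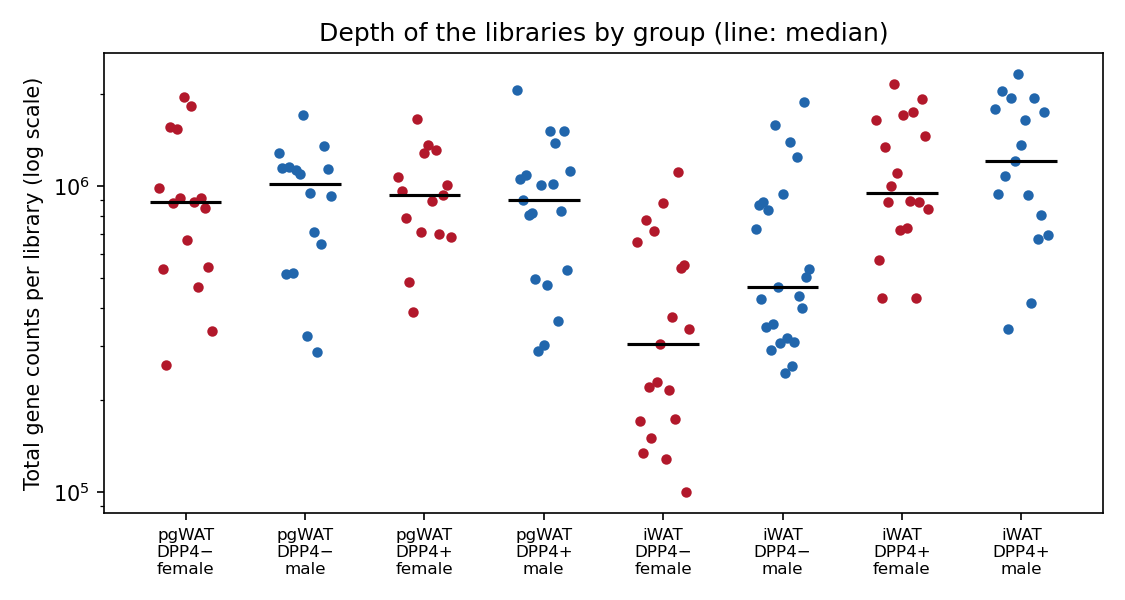
Total gene counts per library (points, log scale) for the 8 groups, with the median of each group as a line. The female iWAT DPP4− libraries sit lowest, with a median of 304587 counts and a minimum of 100026.

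Libraries of one mouse, depot and gate differed by a median SD of 0.57 in log2 CPM over 11678 genes, and mice of one group by 0.70. The spread between libraries was larger in the shallow groups, with medians of 0.95 in female and 0.84 in male iWAT DPP4− samples, than in the other groups, where it lay between 0.38 and 0.50. With genes of at least 100 counts per library alone, the values fell to 0.28 between libraries and 0.34 between mice.

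The labels were compared with genes of the sex chromosomes. Xist (chromosome X, 103460366 to 103483254) had means of 237 to 259 CPM in the female groups and 0.575 to 2.55 CPM in the male groups. Ddx3y on chromosome Y had means of 30.3 to 45.2 CPM in male groups, and the 68 female libraries together held 5 counts of Ddx3y. Of the 6 sex chromosome controls, the 4 tested in pgWAT and the 5 tested in iWAT were all called in the direction of the labels (edgeR, adjusted p under 0.05). The gate was checked with Dpp4, which averaged 322 to 685 CPM in DPP4+ groups and 10.3 to 17.3 CPM in DPP4− groups. Cd34, which all sorted cells should carry, averaged between 689 and 2238 CPM in the groups, and its lowest sample, a female iWAT DPP4− sample, held 107 CPM.

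The first question was which genes differ between male and female ASC. In pgWAT, edgeR called 1143 of 10614 genes, with 568 higher in males and 575 higher in females. The count moved most between the tried settings with no filter on low counts (1836) and with Bonferroni adjustment (288). Among abundant genes, the largest differences towards males were those of Sult1e1, with a log2 fold change of 9.09 ± 0.28 (SE, adjusted p 1.6e-23), Agt with 7.15 ± 0.43 (adjusted p 7.98e-15), Hp with 6.12 ± 0.27 (adjusted p 8.07e-19), C7 with 5.09 ± 0.28 and Col6a5 with 3.44 ± 0.34. Agt, which encodes angiotensinogen, lies on chromosome 8 (124556534 to 124569706). Sult1e1 encodes an estrogen sulfotransferase and lies on chromosome 5 (87575969 to 87591594). The mean of Sult1e1 was 899 ± 251 CPM (SD, n = 7) in male DPP4− and 378 ± 85.3 CPM (SD, n = 7) in male DPP4+ samples, against 1.24 ± 1.24 and 1.06 ± 0.742 CPM in the female gates (n = 7 each). The lowest male pgWAT sample held 295 CPM and the highest female one 2.99 CPM. Towards females the largest differences were those of Xist (log2 fold change -8.04 ± 0.24), Ngfr (-6.04 ± 0.66, adjusted p 1.58e-08), Akr1c14 (-5.24 ± 0.35), Il4ra (-4.79 ± 0.33) and Actg2 (-4.18 ± 0.93, adjusted p 0.00181). The call of Actg2 was lost under Bonferroni adjustment and under limma with the mouse as a random effect.

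In iWAT, 452 of 10323 genes were called, 258 higher in males and 194 higher in females. With library totals as the only scaling the split turned to 165 higher in males and 374 higher in females, and the median log2 fold change of all genes moved from -0.02 to -0.19, so directions in iWAT are relative to the TMM scaling. Higher in males were Sult1e1 (6.53 ± 0.29, adjusted p 1.95e-18), C7 (4.57 ± 0.35), Agt (4.45 ± 0.42), Serpine2 (3.14 ± 0.31) and Procr (2.30 ± 0.23). Higher in females were Krt8 (-9.62 ± 0.80, adjusted p 6.18e-11), Krt18 (-8.60 ± 0.89), Xist (-6.79 ± 0.33), Krt19 (-5.46 ± 0.65) and Ptn (-5.01 ± 0.87, adjusted p 0.000177). The keratin difference lay mainly in one gate. Krt8 (chromosome 15, 101996698 to 102004482) averaged 1000.0 ± 1045 CPM (SD, n = 7) in female iWAT DPP4− samples, where single mice ranged from 82.1 to 3159 CPM, and 5.69 ± 7.05 CPM (SD, n = 7) in female iWAT DPP4+ samples. In males the means were 0.463 CPM (n = 8) and 0.307 CPM (n = 7). Across the 7 female iWAT DPP4− samples, 257 of the 258 genes called higher in males (the other did not vary there) had a median correlation of -0.59 with the mean log2 CPM of the tested mammary luminal genes (across genes, which are not independent replicates). In DPP4+ samples alone, which are also part of the joint fit, 177 of the 258 genes higher in males were called the same way.

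**Figure D2:**
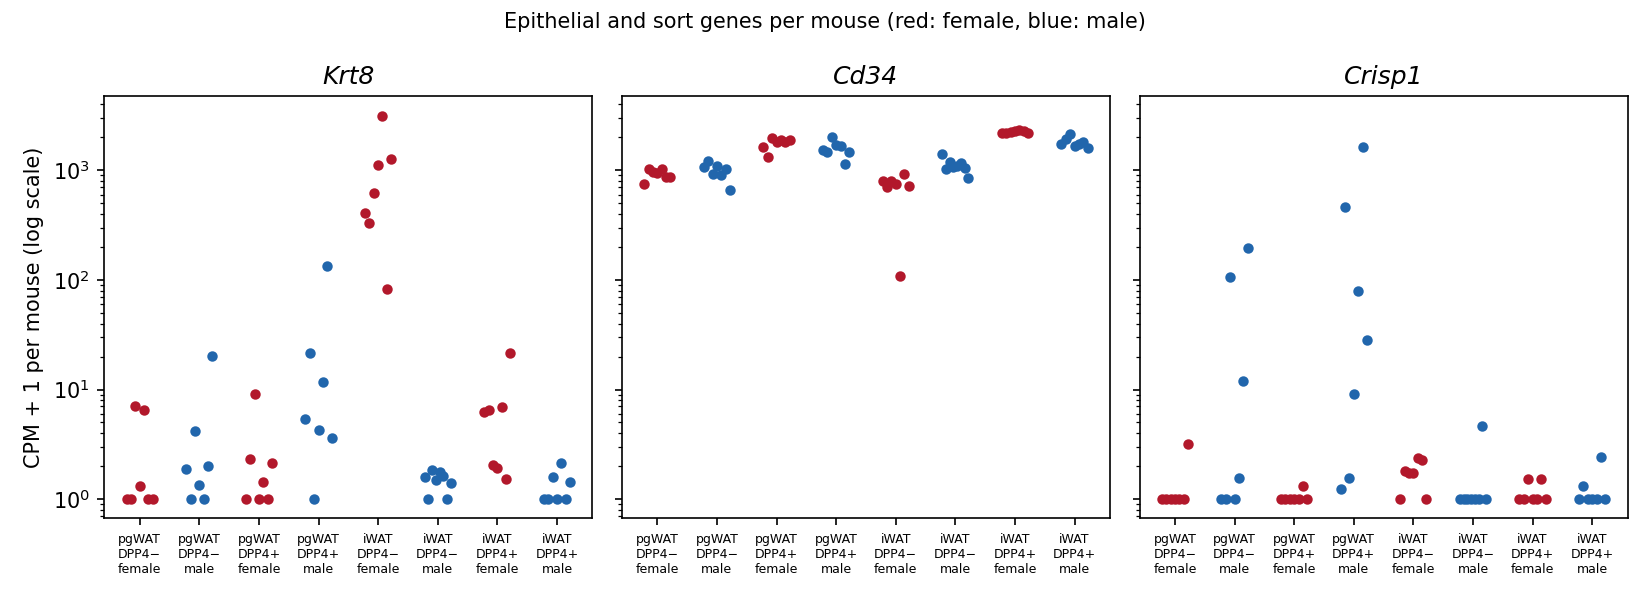
CPM + 1 of Krt8, Cd34 and Crisp1 in each of the 57 samples (points, log scale), by depot, gate and sex. Krt8 stands highest in the female iWAT DPP4− samples, the lowest Cd34 value of 107 CPM lies in the same group, and Crisp1 reaches 1649 CPM in one male pgWAT DPP4+ sample.

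The same direction was shared by most genes called in both depots. Of 10002 genes tested in both, 213 were called in both, and 203 of these went the same way, 123 higher in males and 80 higher in females. Whether the sex difference itself depended on the depot was tested as an interaction, which called 263 of 11678 genes, 139 with a higher male against female difference in iWAT and 124 with a lower one. The median log2 value moved from 0.02 to -0.16 and the split to 59 and 166 when library totals were the only scaling. In DPP4+ samples alone 97 genes were called. The most negative values among abundant genes were those of Krt8 (-12.18 ± 1.27, adjusted p 6.03e-10), Ltf (-11.57 ± 1.66), Fcgbp (-10.67 ± 1.68), Krt18 (-10.60 ± 1.21) and Hp (-7.69 ± 0.70, adjusted p 4.13e-12). Ltf and Fcgbp passed the expression filter in neither depot alone, and Krt8 did not pass it in pgWAT. Their sex difference was therefore not tested there. Hp was higher in males in pgWAT, with 405 ± 163 CPM against 6.69 ± 3.09 CPM in females (DPP4− samples, SD, n = 7 each), and was not called in iWAT. The most positive values were those of Wnt2 (3.55 ± 0.64), Cpz (3.38 ± 0.50), Il4ra (2.77 ± 0.51), Sfrp2 (2.26 ± 0.43) and Mmp3 (2.24 ± 0.41). In DPP4− samples alone the call of Ltf was lost (adjusted p 0.814), and in DPP4+ samples alone those of Il4ra and Mmp3. Cpz and Sfrp2 changed direction between depots: Cpz was lower in males in pgWAT (-1.51) and higher in iWAT (1.86), and Sfrp2 likewise (-1.03 and 1.23).

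A list of 21 genes was taken from the main text of the study, which gives more genes elsewhere. They were chosen by its authors in part on these libraries, so their calls are not independent evidence. In pgWAT all 21 were called, 16 higher in males and 5 higher in females, and the count adjusted over the list alone was 21. In iWAT, 18 of the 20 tested were called, and 18 when adjusted over the list alone. The remaining tested genes were S1pr3 (0.21 ± 0.59, adjusted p 0.916) and Esr1 (-0.17 ± 0.20, adjusted p 0.756). Esr1 was called higher in females in iWAT DPP4+ samples alone (-0.80, adjusted p 0.0116). Both differed between depots by the interaction test, S1pr3 with -2.40 ± 0.67 (adjusted p 0.0344) and Esr1 with 1.71 ± 0.30 (adjusted p 0.000186). Means of Esr1, the estrogen receptor alpha gene, were 70.5 ± 17.3 CPM in female and 99.3 ± 39.2 CPM in male iWAT DPP4− samples (n = 7 and n = 8), but 77.2 ± 26.1 and 44.0 ± 7.9 CPM in the DPP4+ samples (SD, n = 7 each). Sult1e1 (-2.52 ± 0.48) and Agt (-2.58 ± 0.65) also had called interactions, with a smaller male excess in iWAT. In DPP4+ samples alone, with fewer samples, none of the 4 was called: the values were -2.62 for S1pr3 (adjusted p 0.113), -1.58 for Sult1e1 (0.298), 0.16 for Agt (0.993) and 0.57 for Esr1 (0.538). Whether the interaction differs between the gates was not tested. With the mouse as a block, S1pr3 was no longer called (-2.44, adjusted p 0.0548). After thinning to one depth 3 of the 4 calls were lost, those of S1pr3 (adjusted p 0.14), Sult1e1 (0.096) and Agt (0.0751). With the deepest library alone S1pr3 (0.0965) and Sult1e1 (0.0668) were lost, under Bonferroni adjustment S1pr3 and Agt, with libraries under 250000 counts left out S1pr3 (0.0552), and with DESeq2 Agt (-1.97, adjusted p 0.0906). Over the whole list, 4 of 21 genes had a called interaction, and 5 when adjusted over the list alone. DESeq2 also called 4, Xist in place of Agt. Pgr, the progesterone receptor gene, held 5 counts in male pgWAT samples in all and Ptpn5 held 3, so their fold changes rest on very few counts in males.

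**Figure D3:**
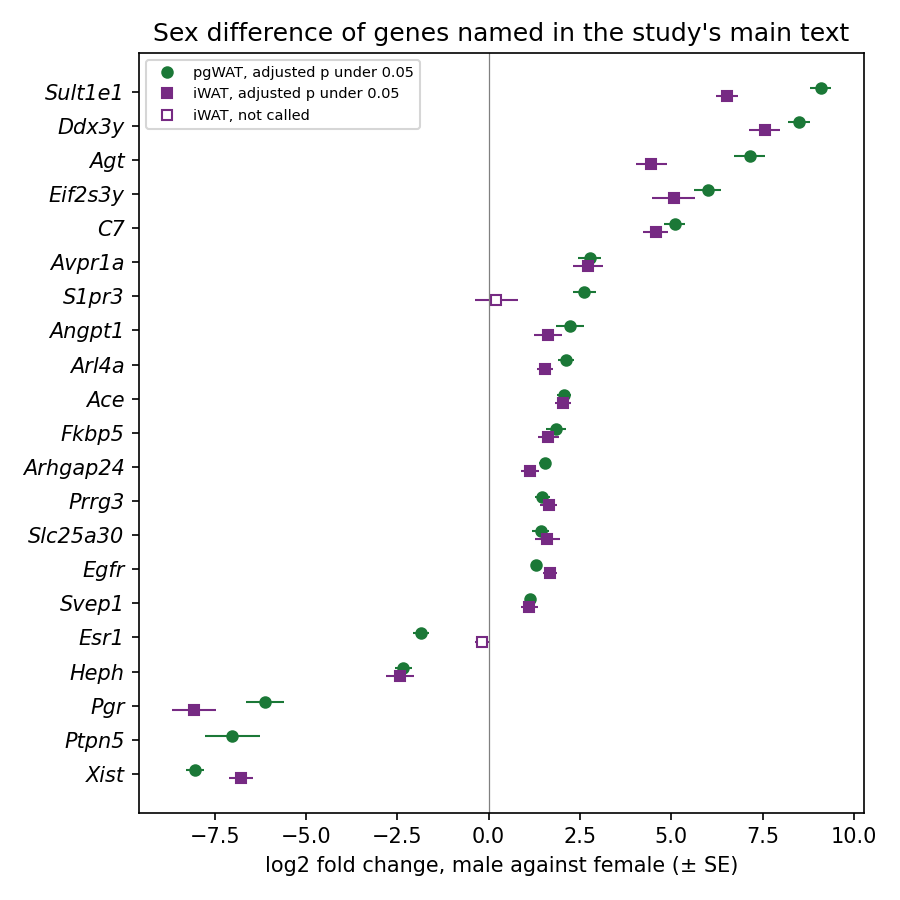
Log2 fold change of male against female with SE (bars) for a list of 21 genes that the main text of the study names as differing by sex, in pgWAT (circles) and iWAT (squares), with open symbols for genes not called. S1pr3 and Esr1 lie at 0.21 and -0.17 in iWAT. Values of Ddx3y, Ptpn5 and Pgr rest on few counts in one sex.

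The study followed the RAAS in ASC, so its genes were compared by sex as a list. Of 14 genes, 7 were tested in each depot. In pgWAT 5 were called, also when adjusted over the list alone. Besides Agt, Ace (2.07 ± 0.19, adjusted p 6.81e-10) and Atp6ap2 (0.52 ± 0.13, adjusted p 0.00556) were higher in males, whereas Agtr1a (-1.38 ± 0.16, adjusted p 5.22e-08) and Anpep (-1.23 ± 0.16, adjusted p 9.34e-07) were higher in females. In iWAT Agt, Ace (2.03 ± 0.22) and Agtr1a (-0.69 ± 0.17, adjusted p 0.0117) were called, and 5 genes when adjusted over the list alone. The interaction was called for Agt and Anpep (0.93 ± 0.21, adjusted p 0.00502), 2 of the 9 tested, and for 4 when adjusted over the list alone. Neither call was stable. That of Agt was lost under the alternatives given above, and that of Anpep with library totals as the only scaling (0.74, adjusted p 0.0697), with the deepest library alone (0.215), under Bonferroni adjustment (0.457), with a minimum log2 fold change of 1, in DPP4+ samples alone (0.439) and after thinning to one depth (0.572, adjusted p values in parentheses). The calls of Atp6ap2 in pgWAT and of Agtr1a in iWAT were lost under Bonferroni adjustment and after thinning to one depth. The list's median log2 fold change was negative in both depots, -0.14 and -0.17, although its largest changes were positive. Some calls were gained under alternatives. Anpep in iWAT passed the threshold with library totals as the only scaling (-0.51, adjusted p 0.0368). The interaction of Agtr1a passed with libraries under 250000 counts left out (0.80, 0.0299) and without mouse 22 (0.83, 0.0231), fits chosen after seeing the data. That of Ren1 passed with no filter on low counts (-4.45, 0.0283). EdgeR called Ctsd and Enpep in neither depot. Enpep in iWAT passed the threshold with DESeq2 (-0.85, adjusted p 0.0318), with library totals as the only scaling (adjusted p 0.0195), in DPP4+ samples alone (-1.69, 3.57e-06), with gates summed per mouse (-0.86, 0.00568) and without mouse 22 (-0.96, 0.00254, chosen after seeing the data), and in pgWAT in DPP4+ samples alone (-0.74, 0.0297).

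The Hox genes, which encode positional transcription factors, were compared by their number within a cluster. In pgWAT, 13 of 39 coding Hox genes were tested, and 12 followed the pattern in which genes numbered up to 8 were higher in males and genes numbered from 9 were higher in females. The remaining one, Hoxc9, lay at 0.02 ± 0.32 and followed it with the deepest library alone (-0.17) and under limma (-0.17). Calls were made for 9 genes, and none of them went against the pattern: 6 with low numbers, among them Hoxc4 (1.46 ± 0.20, adjusted p 1.67e-06), and 3 with high numbers, namely Hoxa11 (-3.67 ± 0.48), Hoxa10 (-3.05 ± 0.32) and Hoxa9 (-2.22 ± 0.54). Single calls were less stable than the index. After thinning to one depth that of Hoxc4 was lost (1.09, adjusted p 0.221). With the deepest library alone those of Hoxc5 (0.591) and Hoxa9 (0.0723) were lost, and with a minimum log2 fold change of 1 that of Hoxb2. Under Bonferroni adjustment those of Hoxc8, Hoxc5, Hoxa9, Hoxa7, Hoxa5 and Hoxb2 were lost, in DPP4+ samples alone those of Hoxc5, Hoxa9, Hoxa5 and Hoxb2, and in DPP4− samples alone those of Hoxc5, Hoxa7, Hoxa5 and Hoxb2. The Hox index was 1.54 ± 0.76 in males (SD, n = 8 mice) and -1.56 ± 0.26 in females (SD, n = 7 mice), a difference of 3.10 with an exact two-sided permutation p of 0.0003108, the smallest that these mice can give. Every male mouse lay above every female mouse. In iWAT the index was 0.17 ± 0.32 in males and -0.13 ± 0.58 in females (SD, n = 8 mice each), a difference of 0.31 within the spread between mice (exact permutation p 0.2123). This result rests on mouse 22, which has 1 iWAT sample, of DPP4− cells, and an index of 1.11. Each mouse was left out in turn, a test chosen after seeing the data. Without mouse 22 the difference was 0.50, with 0.22 ± 0.31 in males (SD, n = 8) and -0.28 ± 0.32 in females (SD, n = 7), and the exact permutation p was 0.0115. Without any one of the other mice it stayed between 0.1479 and 0.3552 (exact permutation). In iWAT 8 of the 10 tested genes lay in the direction of the pattern, all 6 with low numbers and 2 of the 4 with high numbers. Some directions changed with the processing. With library totals as the only scaling Hoxb2 (-0.003) left the pattern and Hoxc10 (-0.03) joined it. Under other alternatives Hoxa10 and Hoxc4 left it and Hoxc9 joined it. EdgeR called 0 of the 10 tested Hox genes in iWAT, at adjusted p values from 0.202, with 1 gene at an unadjusted p under 0.05 and 0 called by DESeq2 or limma. For the interaction edgeR called 2 of 15 Hox genes, Hoxa10 and Hoxc10, 5 when adjusted over the list alone, and DESeq2 called 4. Both edgeR calls were lost in DPP4− samples alone (adjusted p 0.121 and 0.111). That of Hoxa10 was also lost after thinning (0.21) and that of Hoxc10 with the deepest library alone (0.0867). Hoxa11 and Hoxa9 passed the threshold under some alternatives. The difference between depots was itself tested: the sex difference of the index was 2.73 larger in pgWAT (exact permutation over 8 male and 7 female mice with both depots, p 0.0003108), and 2.53 larger without mouse 22 (exact permutation p 0.000666, the smallest these mice can give). The index used 9 low and 4 high genes in pgWAT but 6 and 4 in iWAT, so part of this is a change of genes. With the same genes in both depots, a choice made after seeing the data, it was 2.42 larger over the 6 low and 3 high genes tested in both (exact permutation p 0.0006216) and 1.33 larger over the 21 low and 14 high coding Hox genes with at least 1 count in each (exact permutation p 0.0003108).

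**Figure D4:**
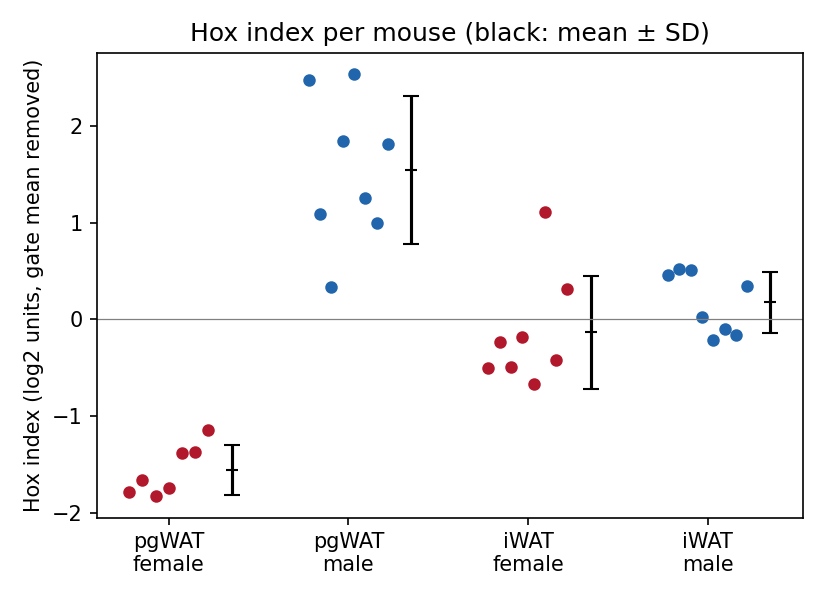
Hox index of each mouse (points) in log2 units by depot and sex, with mean ± SD in black. Male and female mice separate in pgWAT, with means of 1.54 and -1.56, and overlap in iWAT.

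The gates were compared because DPP4 divides ASC2 from ASC1. In pgWAT 1599 of 10614 genes were called, 820 higher in DPP4+ samples and 779 lower, and in iWAT 1594 of 10323, with 856 higher and 738 lower. Among 844 genes called in both depots, 835 went the same way. Dpp4 itself differed by 4.86 ± 0.22 in pgWAT (adjusted p 7.87e-18) and 5.40 ± 0.30 in iWAT (adjusted p 2.85e-16). The 3 ASC2 markers Dpp4, Cd55 (2.05 ± 0.15 and 2.78 ± 0.15) and Arl4d were higher in DPP4+ samples in both depots. All 3 ASC1a markers, Col15a1, G0s2 and Cxcl14, and both ASC1b markers, Clec11a and Fmo2, were lower in DPP4+ samples in both depots, with Cxcl14 at -4.04 ± 0.28 and -5.07 ± 0.27. Other large differences were those of Adamts16 (7.23 ± 0.38) and Aif1l (4.06 ± 0.27) towards DPP4+ and Agt (-6.15 ± 0.41), Egflam (-4.53 ± 0.46) and Apoe (-3.60 ± 0.23) towards DPP4− in pgWAT, and in iWAT those of Mrgprg (5.94 ± 0.45), Dmkn (5.87 ± 0.43) and Sbsn (5.27 ± 0.32) towards DPP4+ and Krt8 (-7.14 ± 0.75), Krt18 (-6.52 ± 0.87) and Fbln7 (-4.31 ± 0.45) towards DPP4−. Of the 13 sort and purity markers, 6 of the 9 tested in pgWAT and 5 of the 10 tested in iWAT differed between gates. The endothelial gene Pecam1 was higher in DPP4+ samples in pgWAT (2.08 ± 0.64, adjusted p 0.0222), at group means of 22.0 ± 46.3 CPM in females and 48.7 ± 53.3 CPM in males (SD, n = 7 each), and the call was lost with the deepest library alone and under Bonferroni adjustment.

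Depots were compared within each sex. In males 1470 of 10528 genes were called, 859 higher in iWAT and 611 lower, and in females 629 of 10282, 312 higher and 317 lower. The fits have different numbers of genes and samples, and the interaction above is the test of a sex dependence. Of 320 genes called in both sexes, 316 went the same way. Library totals as the only scaling gave 398 higher and 1737 lower in males, with a median log2 fold change of -0.26, and 239 higher and 485 lower in females. Both depot factors kept their call and direction in each sex in all alternatives fitted. Tcf21 (chromosome 10, 22817281 to 22820174) was lower in iWAT, by -5.83 ± 0.34 in males and -7.27 ± 0.29 in females, and Tbx15 (chromosome 3, 99240381 to 99354259) was higher, by 7.82 ± 0.38 and 6.71 ± 0.44. Tcf21 means lay between 89.1 and 135 CPM in the pgWAT groups and between 0.717 and 2.27 CPM in the iWAT groups. Among genes with a mean log2 CPM of at least 5, the largest other differences in males were those of Il1r2 (6.23 ± 0.30), Itgb7 (5.79 ± 0.49) and Adh7 (5.52 ± 0.49) towards iWAT and Hp (-6.23 ± 0.38) and Col6a5 (-5.81 ± 0.36) towards pgWAT. In females, under the same limit, they were those of Krt8 (7.27 ± 1.10) and Krt18 (7.26 ± 0.99) towards iWAT and Wt1 (-6.40 ± 0.41) and Des (-4.19 ± 0.60) towards pgWAT. The calls of Actg2 and Ano1 in females were lost under Bonferroni adjustment, and that of Actg2 also with DESeq2 and in the DPP4− samples alone.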

Values the study reported

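The study assigned a core set of 36 genes that differed by sex both in single ASC and in the sorted bulk samples of both depots. For the bulk samples of pgWAT and iWAT alone, the study proposes 29 further genes as differing by sex. For Hox genes, the study found the sex-dependent pattern of low and high numbers in the bulk pgWAT samples for 21 of 25 genes.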

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

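The tests of mammary epithelium against the keratins and against single gates, of leaking reads, of epididymal epithelium and of endothelium, the correlation of the male-higher genes with the mammary score, the counts of genes called in both gates and the female excess left in DPP4+ samples, the Hox comparison over the same genes, and the fits without mouse 22, were chosen only after the result was seen. The other tests in this part were planned.

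Single samples far from the rest of their group were looked for among genes with printed group means. Over 108 combinations of gene and group that reached 10 CPM, 25 highest or lowest values passed Dixon's limit at 95%, where normally distributed values would give about 5.4. Without that minimum there were 36 over 146 combinations, where such values would give 7.3, and the minimum was set after this second count was known. The limit was applied to CPM without a log. All of the 25 except that of Cd34 were highest values, so skewed values could give part or all of the excess. The choice of printed genes was also made with values in view, so the excess describes these genes alone.

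Several of these values belong to the female iWAT DPP4− sample of mouse 22, where Krt8 reached 3159 CPM, Krt18 3054, Krt19 3578 and Hp 183, while Cd34 was lowest with 107 CPM against 706 in the next sample. Mammary epithelial cells in the sort are a candidate source of the keratin reads, since the female inguinal fat pad surrounds the gland. Among iWAT DPP4− samples 13 of the 18 genes of the mammary luminal list were tested and 13 were called higher in females. In pgWAT DPP4− samples 1 gene was tested and 0 were called by edgeR. This test replaced one over both gates, which tested 6 genes and called 4, after that outcome was known. In female iWAT DPP4− samples 18 of the 18 genes reached a mean of 10 CPM, against 0 in males, 3 in the DPP4+ samples of each sex and up to 6 in pgWAT. The tables argue against mesothelial cells, because Krt8 averaged 1000.0 CPM where the most abundant gene of the mesothelium list, Muc16, averaged 8.13 CPM. They argue against reads leaking from other libraries as well, for the group as a whole. The highest Krt8 value in a library outside this group was 150 CPM, and the median inside was 585 CPM. The lowest library inside held 65.2 CPM, so this comparison does not exclude leaking for the lowest libraries. Whether the gland, or ASC that express keratins, holds these transcripts was not tested. Without this sample 542 genes were called for sex in iWAT, 284 for sex by depot, 1788 for DPP4 in iWAT and 792 for depot in females, each within 1.5 times the count with it.

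How far such cells reach beyond the keratins stays open. Among the 194 genes called higher in females in iWAT, 5 are in the epithelial lists. The other 189 had a median correlation of -0.14 with the mammary score (the mean log2 CPM of tested luminal list genes) over the 7 female iWAT DPP4− mice, at the 68.9 percentile of 10000 random lists of uncalled genes matched on mean expression, yet 31.7% of them exceeded 0.5 against 13.8% of random genes, so a subset may follow the score. Of the 258 genes called higher in males, 257 that varied in these samples had a median correlation of -0.59 with it, below all 10000 random lists. Such a fall is what dilution by other cells would give, so part of the male excess in iWAT DPP4− samples may be a lower share of ASC in some female samples. Genes called in DPP4− samples alone, outside both epithelial lists, were followed into DPP4+ samples, where Krt8 averaged 5.69 CPM in female iWAT. Summed over the mammary luminal list, single female iWAT samples held 414 to 17655 CPM in DPP4− (4850 ± 5919, SD, n = 7, and 2715 ± 1945 without mouse 22) and 116 to 280 CPM in DPP4+ (160 ± 58.4, n = 7), most of it Krt19. Of 145 genes higher in males 75.9% went the same way there and 61 were called, and of 102 genes higher in females 70.6% did and 25 were called. For the interaction 72% of 200 genes did and 19 were called. These tests replaced earlier ones whose outcome had been seen and whose genes had been chosen with the DPP4+ samples in the fit, and no threshold for them was set in advance. Other genes give an expected 7.64 of the 145, so with so little mammary RNA in the DPP4+ samples the 61 argue against mammary cells as the whole cause for those genes. For the 25, 3.83 are expected. They kept a median of 65.4% of their female excess in CPM in DPP4+ samples (59.8% without mouse 22), where the mammary genes kept a median of 0.491% and at most 9.61%, that of Krt19 (0.92% and 18.3% without mouse 22). Of the 25, 24 kept more than Krt19 (23 without mouse 22), and Plekha6 kept the least, 7.51%. Krt19 was itself called higher in females in DPP4+ samples. The medians argue against mammary cells as the whole cause for the 25 as a set, though not for each gene. The set includes Xist and was picked by its calls in DPP4+ samples. Of the 19, 10 had a higher male against female difference in iWAT (of 90, with 0.317 expected), which on the same ground argues against mammary cells as the whole cause for those 10. The other 9 (of 110, with 0.514 expected) stay open, since Krt8, Krt18 and Krt19 were called in their direction there too, although male pgWAT DPP4+ samples also held 25.1 CPM of Krt8. Among genes called in DPP4− samples alone, mammary cells and sex cannot be told apart for the remaining genes of each set, because both differ between the same samples.

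In mouse 7 the male pgWAT DPP4+ sample held 1649 CPM of Crisp1, against 466 in the next sample, with 134 CPM of Krt8 and 56.0 of Krt18, and its DPP4− sample held 19.3 CPM of Krt8. A candidate source is epididymal epithelial cells in those samples, taken along with the fat pad: of the 3 other genes of the epididymal list that reached 10 CPM, Adam7, Lcn5 and Rnase10, 2 were highest in the same sample. Rnase10 also averaged 11.4 CPM in female iWAT DPP4+ samples, so it is no marker of the epididymis alone here. No other list gene was abundant enough to be examined. Mesothelial cells were not tested as a source of the keratin reads in pgWAT samples.

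The endothelial gene Pecam1 reached 296 CPM in the male iWAT DPP4+ sample of mouse 1 and 30.9 in its pgWAT DPP4− sample. It was also far above the rest in female pgWAT samples, with 38.2 CPM in the DPP4− sample of mouse 17 and 127 in the DPP4+ sample of mouse 18. Endothelial cells that passed the CD31 gate are a candidate source for mouse 1, where 5 of the 6 other genes of the endothelium list were highest in the same sample. The samples of mice 17 and 18 were not tested in this way.

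For the remaining single samples no explanation was tested. In female iWAT these were Xist at 391 CPM in mouse 19 and Dpp4 at 38.4 CPM in mouse 21 (both DPP4−), and Krt8 at 20.8 CPM in mouse 24, C7 at 13.8 CPM in mouse 21 and Tbx15 at 74.5 CPM in mouse 23 (all DPP4+). In male iWAT DPP4− samples Hp stood at 30.6 CPM in mouse 3. In female pgWAT the DPP4− sample of mouse 19 was highest for Krt18 (15.4 CPM), Krt19 (12.9), C7 (81.9) and Tcf21 (255), and the DPP4+ samples of mouse 19 for C7 (12.9 CPM) and of mouse 23 for Cxcl14 (13.4).

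The sex difference itself differed between depots for 263 genes (edgeR quasi-likelihood interaction, Benjamini-Hochberg adjusted). Among genes with a mean log2 CPM of at least 5 the largest were Krt8 (-12.18), Ltf (-11.57), Fcgbp (-10.67), Krt18 (-10.60) and Hp (-7.69) on the negative side and Wnt2 (3.55), Cpz (3.38), Il4ra (2.77), Sfrp2 (2.26) and Mmp3 (2.24) on the positive side. Of the sex and RAAS lists, Sult1e1 (-2.52), Agt (-2.58), S1pr3 (-2.40), Esr1 (1.71) and Anpep (0.93) were called. Ltf and Fcgbp were tested for sex in neither depot alone. For Krt8 and Krt18 mammary cells are the candidate source named above, which was not tested against ASC that express keratins. For Hp, 405 CPM in male pgWAT DPP4− samples is a level outside the affected group. For Agt the value was 0.16 in DPP4+ samples alone, and a difference between the gates was not tested. A biological difference between depots stays open and was not tested further.

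The Hox index differed by sex 2.73 more in pgWAT than in iWAT, with partly different genes in each depot. With the same genes the value was 2.42 over the genes tested in both and 1.33 over all coding Hox genes with at least 1 count in each. With each of the 13 Hox genes left out in turn, the exact permutation p in pgWAT stayed at 0.0003108, the smallest these mice can give, and the sex difference lay between 2.67 and 3.80, so no single gene carries it. Without mouse 22 the depots differed by 2.53. Other cells were not tested as a cause of the difference between depots.

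Chance was excluded for the counts of calls for sex within a depot, DPP4 and depot. Of 100 splits of the mice, 1 (the real one) gave as many calls for sex in pgWAT, and the most in any other was 191. For sex in iWAT it was 1 of 100, with 50 the next, and for sex by depot 1 of 50, with 3 the next. The splits for sex by depot also broke up the sex difference within each depot. They therefore do not test the interaction alone, and chance stays open for its count. For DPP4 and depot the labels were swapped within mice, which keeps the pairs, and 1 of 100 swaps gave as many calls in each case. The next largest counts were 471 and 354 for DPP4 in pgWAT and iWAT, and 1090 and 361 for depot in males and females.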

How the results depend on the processing

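The fits with the rRNA-like locus left out, with libraries under 250000 counts left out, with thinning to one depth, without mouse 22, with single gates for the interaction, with each mouse left out of the Hox index or the same Hox genes in both depots, and for the interaction counts of the lists were chosen only after the result was seen, and the other alternatives were fixed before the data were examined. Of 120 alternative counts over all genes 76 lay within 1.5 times the main count and 44 did not. The values of the 44 follow, in the order sex in pgWAT, sex in iWAT, sex by depot, DPP4 in pgWAT, DPP4 in iWAT, depot in males and depot in females where all are given.

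The deepest library alone gave 544, 241, 163, 844, 943, 945 and 325 calls, and thinning to 545885 counts gave 392, 183, 68, 643, 698, 535 and 210, so depth limits every count. Bonferroni adjustment gave 288, 103, 50, 451, 461, 352 and 138, by construction a subset. A minimum log2 fold change of 1 gave 486 and 261 for sex, 667 and 936 for DPP4, and 532 and 375 for depot. With no filter on low counts there were 1836 and 1382 calls for sex, 698 for sex by depot, 2783 for DPP4 in iWAT, and 2241 and 1594 for depot. In DPP4+ samples alone sex gave 417 in pgWAT and 852 in iWAT, and the interaction 97. In DPP4− samples alone depot gave 718 in males and 299 in females. For DPP4, males alone gave 1052 in pgWAT, and females alone 879 in pgWAT and 912 in iWAT, with fewer samples. For sex in iWAT, DESeq2 gave 721, no gate covariate 264 and gates summed per mouse 682. The cause was not tested for DESeq2, the missing filter, the gates and the summed gates.

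Fits with the mouse as a block or a random effect moved no count beyond 1.5 times, whereas summing both gates per mouse did for sex in iWAT (682). With the mouse as a block there were 201 calls for sex by depot, 1547 and 1530 for DPP4, and 1361 and 594 for depot, and limma with the mouse as a random effect gave 1214 and 598 for sex. Among listed or rule-named genes called without the block, S1pr3 (-2.44) and Cd24a (-3.85) lost their interaction under it. Spint2 (-5.19) and Hoxa11 (4.40) gained one and Dcn was then called for DPP4 in iWAT (-0.47), and the block changed no other call among listed or rule-named genes.

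With libraries under 250000 counts left out, calls for sex in iWAT split into 269 higher and 126 lower in males, and those for sex by depot into 225 and 110, so the share of higher calls also depends on the shallow libraries. The Hox index in iWAT passed the threshold under 1 of its alternatives: with all coding Hox genes of at least 1 count its sex difference was 0.23 (exact permutation p 0.00373, n = 8 mice per sex), against p values from 0.125 to 0.837 in the other planned ones. With each of 16 mice left out in turn the difference lay between 0.23 and 0.50, and it passed the threshold without mouse 22 alone (0.50, exact permutation p 0.0115). In pgWAT the index kept its call in all 6 and without each of 15 mice (2.96 to 3.27), as did the difference between depots without each of 16 (2.53 to 2.95). Library agreement moved with genes of at least 100 counts, to 0.279 between libraries and 0.344 between mice. The 20 alternative counts of the study's sex genes and the RAAS genes within a depot, adjusted over all genes, stayed within 1.5 times. For sex by depot 5 of 8 did: DESeq2 called 1 RAAS gene in place of 2, and in DPP4+ samples alone edgeR called 0 of 21 sex genes and 0 of 8 RAAS genes, with 9 and 4 at an unadjusted p under 0.05. Over the same Hox genes the difference between depots kept its call (2.42 and 1.33), and the pgWAT index fell to 1.46 with all coding Hox genes of at least 1 count.

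Over listed and rule-named genes, 160 results were called, with 2653 values under alternatives. Of these 2532 kept call and direction, 119 lost the call and 2 changed sign, in 49 of the 160 results. The sign changes were those of Cd24a for sex in iWAT (0.23) and Agt for sex by depot (0.16), both in DPP4+ samples alone and not called there. Among 126 results not called, 114 of 2012 values changed sign, none with a call, and 53 passed the threshold. Within a depot, among genes of the sex and RAAS lists not called, the sign changed for Enpep in pgWAT (0.33) and Esr1 in iWAT (0.43) in DPP4− samples, for S1pr3 (-1.13) and Ctsd (0.086) in iWAT DPP4+ samples, and for Atp6ap2 in iWAT after thinning (-0.011). For sex by depot it changed in 42 values of 16 genes of these lists, of which 1, Agt, was called, and most often for Svep1, in 10 alternatives.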

Other observations

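The test of Xist in male libraries and the interaction in DPP4− samples alone were chosen only after the result was seen. So was the thinning that tested depth against the number of sex calls.

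Xist was counted in 3 single male iWAT libraries at 10.9, 6.15 and 7.57% of the female median, with 12, 6 and 17 counts. They were library b of mice 4 and 7 (DPP4−) and of mouse 6 (DPP4+). Reads or RNA of female samples could give such counts. The 2 other genes nearly absent from the remaining male libraries, Pgr and Gm27927, should then have given 6.36 counts, and 0 were found. With 2 genes and so few counts the source cannot be told apart from low Xist expression or a mapping effect. In the other direction, 68 female libraries held 5 counts of Ddx3y, 21 of Eif2s3y, 28 of Uty and 85 of Kdm5d, and these have related genes on the X chromosome.

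More genes were called for sex in pgWAT than in iWAT, at a ratio of 2.53. Lower depth in iWAT is a possible explanation, and it was tested by thinning every sample to one total. With both gates in the fit this left a ratio of 2.14, which argues against depth as the whole cause for the joint counts. Thinning evens totals alone. The spread between libraries, with medians of 0.95 in female and 0.84 in male iWAT DPP4− samples, was not evened out, so library quality stays open. The order was not stable across gates, however. In DPP4− samples the ratio was 3.01, in DPP4+ samples 0.489, and with gates summed per mouse 1.46. The gate ratios go with depth. Joined DPP4− samples had medians of 1150699 (female) and 1993693 (male) counts in iWAT, against 2272302 and 2226458 in pgWAT. Joined DPP4+ samples had 3069579 and 3161947 in iWAT, against 2036794 and 2528830 in pgWAT. Within single gates depth therefore stays open. Whether the gates differ in the ratio was not tested.

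Calls by sex in the lists of other cell types follow (edgeR, in the order pgWAT, iWAT and sex by depot). Mammary luminal genes gave 1 of 5, 4 of 6 and 9 of 10 tested, and when adjusted over the list alone 2, 6 and 10. Basal epithelium gave 1 of 3, 1 of 3 (Oxtr in both) and 0 of 4, where 0 had an unadjusted p under 0.05 and DESeq2 called 0. Krt14, Krt17 and Trp63 of this list were not tested for the interaction, so these counts do not exclude basal cells. In female iWAT DPP4− samples 6 of the 7 basal genes reached a mean of 10 CPM, against 2 in male iWAT DPP4− samples and up to 3 in the other groups. Mature adipocytes gave 1 of 2 (Lipe), 0 of 2 and 0 of 2, and mural cells 1 of 4 (Cspg4), 0 of 5 and 0 of 6, with 1 and 3 for the interaction when adjusted over the list alone. At an unadjusted p under 0.05 the 0 counts were 0 and 1 for adipocytes and 1 and 3 for mural cells. DESeq2 called 0 in each, and limma with the mouse as a random effect called Plin4 and Kcnj8 in iWAT. Endothelium gave 0 of 5, 0 of 2 and 0 of 6, and leukocytes 0 of 3, 0 of 3 and 0 of 4. Unadjusted these were 0, 1 and 0 for endothelium and 0 in each for leukocytes, and DESeq2 called 0 in all. For endothelium limma called 4 in pgWAT (Cldn5, Egfl7, Pecam1 and Ptprb) and 1 in iWAT (Kdr), so the result for endothelial genes depends on the tool. Single gates and other settings of edgeR called further genes outside the mammary list: Plin4 in DPP4− samples of pgWAT (-1.62) and iWAT (2.39), with gates summed in iWAT (1.24) and for the interaction in DPP4− samples (4.02), Des (3.24) and Pecam1 (3.10) in iWAT DPP4+ samples, Acta2 in DPP4− samples of pgWAT (-2.37) and iWAT (-2.96) and in pgWAT with no filter (-1.58), and Myh11 in pgWAT DPP4− samples (-2.20). These single genes were named after their values were seen. Mesothelium had 1 gene tested in pgWAT and 1 for the interaction, and epididymal epithelium 1 for the interaction. Of these edgeR and DESeq2 called 0, and 0 had an unadjusted p under 0.05. The mesothelium gene was Wt1 in both cases, so the other genes of that list stayed untested. In male pgWAT DPP4+ samples 4 of the 8 mesothelium genes reached a mean of 10 CPM, against 1 in each other pgWAT group. No muscle gene was tested. Pecam1, Kcnj8, Cspg4, Ptprc and Cd68 are also sort and purity markers. Some list genes may be expressed by ASC, which was not tested against other cells as their source. Wt1 of the mesothelium list averaged 57.9 to 79.5 CPM in pgWAT groups, and Des of the mural list 92.6 to 129 CPM there. In iWAT DPP4+ males 3 of the 18 mammary genes reached 10 CPM. Part of the mammary list is also in a list the study made from these libraries.

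The Hox pattern by sex in pgWAT held for 12 of the 13 Hox genes tested. That number of genes is lower than the value quoted from the study above, and fewer Hox genes were tested here.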
